A study of Homo sapiens with 12 samples. Its data were reported in "Common biological phenotypes characterize the acquisition of platinum-resistance in epithelial ovarian cancer cells" (2017).

How the data were processed

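Total RNA from 3 human epithelial ovarian cancer cell lines, OVSAHO, MDAH (MDAH-2774) and TOV-112D, had been labelled with Cy3 and hybridized to 1-colour Agilent human microRNA (miRNA) arrays. Each line was present as parental cells and as cisplatin-resistant derivatives, called MI-res. Per the labels there were 2 arrays for each of the 6 groups, 12 arrays in all, and the label titles gave the groups and the replicate numbers. The labels do not say whether the 2 MI-res arrays of a line come from separately selected resistant populations or from cultures of 1 population, so the spread between them is that of the arrays as labelled. Per the file headers, the arrays lay on 2 slides: OVSAHO and MDAH shared the first slide and TOV-112D lay alone on the second, so a slide effect is part of the difference between the lines. In each line the parental arrays lay in columns 1 and 2 of the slide and the MI-res arrays in columns 3 and 4. OVSAHO lay in row 1 of its slide, and MDAH and TOV-112D lay in row 2 of theirs.

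The deposited scanner files give, for each spot, the intensity of the spot and of its local background (median pixel brightness, with no normalization), a processed intensity that the software subtracted and detrended, and a total intensity per miRNA summed over its probes. The authors made these files with Feature Extraction, version 11.5.1.1 per the file headers, which also name the genome build hg19. The paper's methods instead name an earlier version of this software. They also name an array from an older miRNA database release than the names on these arrays carry. The file headers were followed here. The same deposited files carry other values, which are flags of 0 or 1 for detection, outliers and saturation. A deposited table of the whole series holds the authors' processed log2 values, brought to a common distribution over arrays and centred near 0 per row. The authors' methods name normexp background subtraction, lowess and quantile normalization, and which of these steps made that table is not stated. No column of it was left without a sample (0).

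Each array held 58774 spots, of which 56610 belonged to 4530 probes for 1887 human miRNAs, 1164 were positive controls and 1000 negative controls. The main values were computed from the scanner files in R 4.3.3 with limma 3.58.1 and the package data.table (version 1.17.8). The median intensity of the spot was used in place of the mean intensity that had been planned, because the files carry the median. Control spots and spots with an outlier flag (2.82% to 5.3% per array) were left out. Background was subtracted with the normexp method and an offset of 50, log2 values of the spots were averaged per probe, arrays were brought to 1 distribution by quantile normalization, and the probes of a miRNA were averaged. A log2 change therefore includes the offset, which understates the change of dim miRNAs. Quantile normalization gives the same value to the spots of the same rank, so identical values of replicates in bright miRNAs carry no information on their spread.

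A miRNA was tested when its interquartile range over the 12 arrays was above the lowest 20% of all human miRNAs, as in the filter of the authors, and when the detection flag of the software was set on both arrays of at least 1 group. The second criterion was passed by 314 miRNAs and both by 313. For arrays, depth is signal over background: 164 to 273 miRNAs were detected per array, 127 on all 12 arrays, and 1498 (79.4% of 1887) on none. The number of arrays, 2 per group, limits the precision of every value.

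Within each line, MI-res was compared with parental by limma (lmFit and eBayes) in a model with 6 group means over all 12 arrays, which left 6 residual degrees of freedom. Tests were two-sided, and a miRNA was called when its Benjamini-Hochberg adjusted p was under 0.05. A change common to the lines was tested in an additive model of cell line and resistance (6 parental against 6 MI-res arrays), in which differences between lines are part of the residual. Arrays were the units of this test, and most of its residual degrees of freedom come from replicate arrays. The interaction of line and resistance was tested by the F statistic of the model with 6 means. The miR-200 family, fixed in advance because the study measured the EMT regulator ZEB1, was tested per member, over the list alone, and as a set by fry and camera. Similarity of arrays was measured by Euclidean distances over the tested miRNAs and Ward clustering, with one-sided exact permutation tests over the 5775 splits of the arrays into 3 sets of 4, or over the 216 assignments of the status within lines. Correlations of changes between lines were set against all 36 relabellings of the arrays within the pair of lines, two-sided.

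The miRNAs named in the text were chosen by a rule written before the data were examined, as were the comparisons, tests and the alternatives, except those said below to have been chosen later. The rule names, in each line, the 2 highest and 2 lowest changes among called miRNAs detected on all 4 arrays of the line whose MI-res arrays both lay on the same side of both parental arrays; the miRNA with the largest change in either direction among called miRNAs detected on both arrays of 1 group and on neither of the other; every miRNA called in all 3 lines; the 3 smallest adjusted p in the common change; and the miR-200 family. The written rule for the miRNAs detected in 1 group only said the highest change, and the reading as the largest change in either direction was chosen later, not in advance. Read as the largest rise, it would name the same miRNA in OVSAHO, hsa-miR-100-5p in MDAH and hsa-miR-203a-3p in TOV-112D in place of the falls of hsa-miR-196b-5p and hsa-miR-221-3p. For the miRNAs named by this part of the rule, the change is given as a bound, computed for the brightest probe against the lowest signal that the software called well above background on the arrays where the miRNA was not detected. These bounds were computed from the quantile-normalized values and apply to them alone. Names are those of the array, where "_v19.0" marks an older miRBase entry. No genome positions are printed. An annotation on another assembly (GRCh38.p14) was used only to find which miRNA genes neighbour each other, which worked for 258 of the 313 tested miRNAs.

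The alternatives were a normexp offset of 0; the processed intensity scaled by the 75th percentile of the probes detected on all arrays; cyclic loess; median centring over the miRNAs detected on all arrays; the total intensity per miRNA; the authors' table of the series; no interquartile filter; no detection filter; only miRNAs detected on all 12 arrays; eBayes with trend and robust estimation; the replicate number as a block; only the 4 arrays of a line; the methods' t-test; a minimum of 2-fold; the mean of the 3 contrasts within lines; 1 minus the Pearson correlation as a distance; camera; and leaving out each array in turn. In the authors' table, a miRNA was used only where the table's profile over the 12 arrays correlated with that of the scanner files at 0.9 or more under the same name, which held for 236 of 311 names. The main values over these 236 miRNAs were added after the data had been seen. The methods' t-test is the Student's t-test that the paper's general statistics section names for comparing means. The paper does not name the test behind its array analysis, so the counts from this t-test are not a rerun of it. The procedure was tested on simulated data, with 1 spread per miRNA taken from these arrays and set equal in all groups. In each line 90 of 313 miRNAs changed by 1 on the log2 scale, and 100% of them were recovered. Between 2.17% and 5.26% of the calls in a line were false. Called miRNAs of the real data changed less, by a median of 0.317 to 0.381, and parental replicates varied more than MI-res replicates. The simulation therefore does not give the recovery or the false share of the calls below.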

Results

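The miRNA content of 3 epithelial ovarian cancer cell lines was measured before and after they had acquired resistance to cisplatin. OVSAHO, MDAH and TOV-112D are established ovarian carcinoma lines, and MI-res denotes the cells selected from each by repeated pulses of the drug. There were 2 arrays of parental and 2 of MI-res cells per line, 12 arrays in all. Between 164 and 273 of the 1887 human miRNAs were detected per array, and the lowest number came from the second OVSAHO parental array. The 75th percentile of the signal of detected probes lay between 299 and 567 intensity units, with a mean of 334 in OVSAHO parental and 553 in OVSAHO MI-res arrays, 483 and 454 in MDAH, and 530 and 413 in TOV-112D. In the negative control spots the median net signal was 34 to 42.5 units. Over the 313 tested miRNAs, the standard deviation of the log2 difference between replicates was 0.0736, 0.0752 and 0.136 in the MI-res pairs of OVSAHO, MDAH and TOV-112D, and 0.194, 0.166 and 0.206 in the parental pairs. The raw signal was identical on 2.99% to 6.16% of the spots of a replicate pair, so no array was a copy of another.

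The first question was whether resistant cells resembled each other or their parental line. Arrays of different lines lay 12.4 log2 units apart on average and arrays of the same line 4.87, a difference of 7.58 (exact one-sided permutation p = 0.000173, the smallest that the 5775 splits allow). Ward clustering into 3 clusters returned the 3 cell lines, and each of the 12 arrays had its nearest neighbour in its own group. The authors' processed log2 values, over the 236 miRNAs that could be used from their table, moved this difference most, to 23.6 with the same p. Within lines, MI-res arrays were separated from parental arrays by 3.53 units more than replicates were from each other (exact one-sided permutation p = 0.037, the smallest that the 216 assignments allow). Across lines, arrays of different status were not farther apart than arrays of the same status (difference -0.0809, exact one-sided permutation p = 0.972). The mean distance from MI-res to parental arrays was 8.38 in OVSAHO, 3.91 in MDAH and 5.85 in TOV-112D. The OVSAHO MI-res arrays lay 8.66 from the MDAH parental arrays, about as far as from their own parental arrays. Of the sum of squares over the tested miRNAs, 80.7% lay between lines, and 4.93% was the change with resistance averaged over the lines. The part of resistance that differed between lines was 11.2%, and 3.18% was left between replicates. Changes unrelated between the lines also add to the averaged part, so 4.93% does not by itself show a shared response. The share between lines was lowest, at 66.2%, with the authors' processed values.

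**Figure D1:**
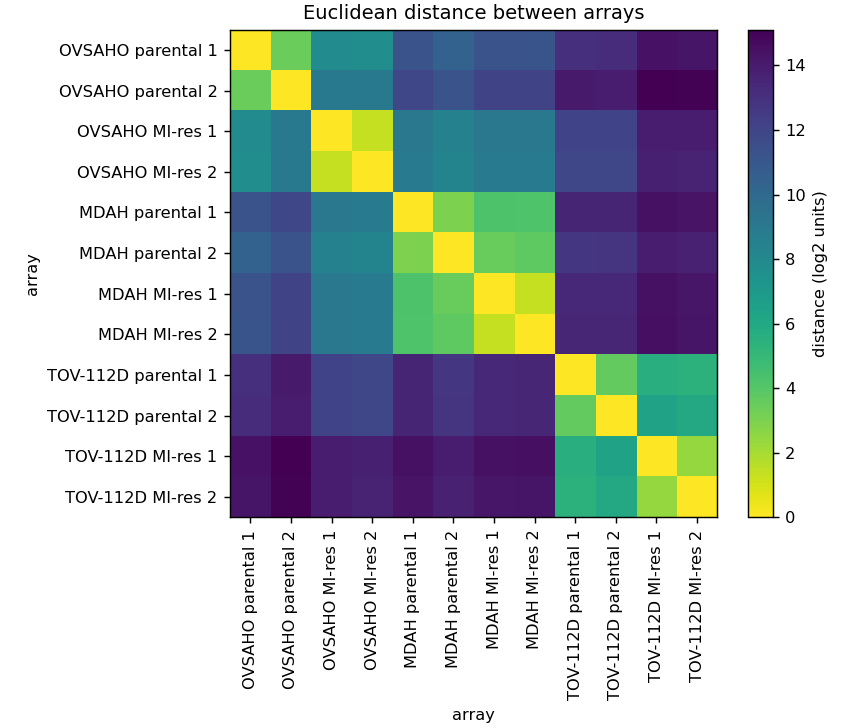
Euclidean distance between each pair of the 12 arrays over the 313 tested miRNAs, in log2 units, with arrays ordered by cell line and status on both axes. Distances within a line averaged 4.87 and those between lines 12.4.

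The second question was which miRNAs changed with resistance in each line. In OVSAHO, 130 of 313 miRNAs were called, 70 higher and 60 lower in MI-res. In MDAH there were 49, 16 higher and 33 lower, and in TOV-112D 67, 37 higher and 30 lower. At an unadjusted p under 0.05 the numbers were 146, 71 and 100. A change of at least 2-fold was reached by 16, 1 and 6 of the called miRNAs. The median absolute log2 change of the called miRNAs was 0.381, 0.317 and 0.347. These counts depended on the test. After Benjamini-Hochberg adjustment, the methods' t-test called 34 miRNAs in OVSAHO and 0 in MDAH and TOV-112D, against 115, 48 and 72 at its unadjusted threshold. The paper does not state whether it used this test for the arrays. Limma with only the 4 arrays of a line called 115, 0 and 15. The count in MDAH also rested on single arrays, being 24 without its first MI-res array, 23 without the second and 32 without its first parental array. In OVSAHO the direction of the calls depended on the scaling of the arrays: 53.8% of the called miRNAs were higher in MI-res after quantile normalization and 24.8% of 149 after median centring.

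**Figure D2:**
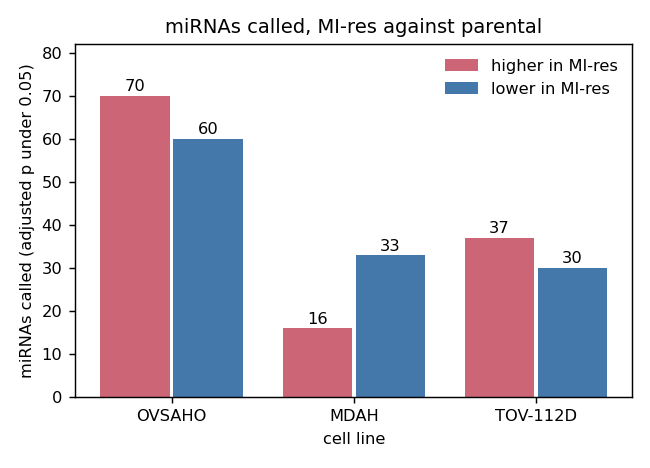
Number of miRNAs past the adjusted threshold in each cell line, split into those higher and those lower in MI-res than in parental cells. OVSAHO had 130, MDAH 49 and TOV-112D 67.

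In OVSAHO the largest rise among miRNAs detected on all 4 arrays was that of hsa-miR-4286, from 7.17 ± 0.080 (log2 signal, SD, n = 2) to 9.60 ± 0.084, a log2 change of 2.43 (adjusted p = 2.06e-06). It was followed by hsa-miR-29b-3p, which rose from 6.93 ± 0.13 to 8.58 ± 0.027, a change of 1.65 (adjusted p = 0.000336). The largest falls were those of hsa-miR-1273g-3p, from 11.47 ± 0.45 to 8.80 ± 0.11 (change -2.67, adjusted p = 2.59e-05), and of hsa-miR-378a-3p_v19.0, from 9.05 ± 0.18 to 7.52 ± 0.027 (change -1.53, adjusted p = 2.01e-05). hsa-miR-212-3p was detected on both MI-res arrays and on neither parental array, and after quantile normalization its brightest probe was at least 1.23-fold higher in MI-res. This minimum does not hold under each scaling: after median centring its log2 change was 0.23, which is less, and it was not called (adjusted p = 0.117). In each of these, both MI-res arrays lay on the same side of both parental arrays.

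In MDAH, hsa-miR-141-3p rose from 8.58 ± 0.47 to 9.67 ± 0.13 (change 1.09, adjusted p = 0.00608), and hsa-miR-21-3p from 7.72 ± 0.18 to 8.70 ± 0.051 (change 0.97, adjusted p = 0.00159). The falls were those of hsa-miR-210-3p, from 7.70 ± 0.23 to 6.83 ± 0.045 (change -0.86, adjusted p = 0.00644), and hsa-let-7b-5p, from 11.13 ± 0.069 to 10.48 ± 0.11 (change -0.65, adjusted p = 0.00101). With the total signal per miRNA, hsa-miR-210-3p was not called (adjusted p = 0.151). hsa-miR-196b-5p was detected in the parental arrays alone and was at least 1.45-fold lower in MI-res.

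In TOV-112D, hsa-miR-132-3p rose from 7.06 ± 0.13 to 8.51 ± 0.59 (change 1.46, adjusted p = 0.00247), and hsa-miR-29a-3p from 9.67 ± 0.40 to 11.06 ± 0.12 (change 1.39, adjusted p = 0.00104). hsa-miR-4252 fell from 8.20 ± 0.34 to 6.65 ± 0.15 (change -1.55, adjusted p = 0.00438), and hsa-miR-20a-5p from 9.70 to 8.53 ± 0.15 (change -1.17, adjusted p = 1.1e-05); its 2 parental values were identical after quantile normalization. With the authors' processed values hsa-miR-132-3p and hsa-miR-4252 were not called (adjusted p = 0.289 and 0.346), and the latter was not called with the total signal per miRNA either (0.074). hsa-miR-221-3p was detected in the parental arrays alone and was at least 1.41-fold lower in MI-res. The opposite direction was seen in OVSAHO for hsa-miR-4252 (change 2.22, adjusted p = 0.000334, detected on 1 of the 2 parental arrays) and hsa-miR-20a-5p (change 0.87, adjusted p = 3.46e-05).

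The third question was whether the same miRNAs changed in all 3 models. OVSAHO and MDAH shared 25 called miRNAs (20.4 expected if the lists were independent), OVSAHO and TOV-112D 32 (27.8), and MDAH and TOV-112D 12 (10.5). The lists are not independent, because 1 fit gave each miRNA the same residual spread in all 3 lines. A miRNA of low spread is thus called more easily in every line, so an excess over these expected numbers is no evidence of sharing. The shared miRNAs went in the same direction in 14, 14 and 8 cases, against 9.9, 14 and 5.05 expected, so OVSAHO and TOV-112D did not exceed expectation. In all 3 lines 6 miRNAs were called, against 4.36 expected, and 3 of them went in 1 direction, against 1.03 expected. Limma with only the 4 arrays of each line moved this most, to 0 miRNAs in all 3 lines, with 148, 72 and 94 miRNAs at an unadjusted p under 0.05 in OVSAHO, MDAH and TOV-112D. The methods' t-test after adjustment and a minimum of 2-fold gave 0 as well, and the methods' t-test gave 2 at its unadjusted threshold. Single arrays also decided this count, which ranged from 1, without either OVSAHO MI-res array or the first MDAH MI-res array, to 11 without the second MDAH parental array.

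Among these 6, hsa-let-7b-5p fell in each line, by 0.57 in OVSAHO (from 12.38 ± 0.086 to 11.80 ± 0.032), by 0.65 in MDAH and by 0.50 in TOV-112D (from 9.52 ± 0.074 to 9.02 ± 0.047), with adjusted p of 0.000336, 0.00101 and 0.00166. hsa-miR-128-3p fell by 0.15, 0.19 and 0.18 (adjusted p = 0.0277, 0.0222 and 0.0231). hsa-miR-3196 rose by 0.26, 0.23 and 0.29 (adjusted p = 0.00546, 0.0286 and 0.00714). hsa-let-7c-5p changed by -0.61 and -0.36 in OVSAHO and MDAH and by 0.48 in TOV-112D (adjusted p = 0.00115, 0.0397 and 0.00893). hsa-miR-148a-3p changed by 0.52, -0.29 and 0.30 (adjusted p = 0.000497, 0.0282 and 0.0154). hsa-miR-181b-5p changed by 0.13, 0.15 and -0.18 (adjusted p = 0.034, 0.0397 and 0.0149), it was not detected on the OVSAHO parental arrays, and its change in OVSAHO was -0.26 after median centring. In each line both MI-res arrays of these miRNAs lay on the same side of both parental arrays. With any 1 array left out, hsa-let-7b-5p was still called in each line, whereas each of the other 5 lost its call in at least 1 line, with an adjusted p of up to 0.248 (hsa-let-7c-5p in MDAH without the first MI-res array). The processing mattered for hsa-let-7b-5p too. It was no longer called in OVSAHO after median centring (change -0.20, adjusted p = 0.171) or with the authors' processed values (0.0906), nor in TOV-112D after cyclic loess (0.111) or with the authors' values (0.0923), and the adjusted p of its common change was 0.153 with the authors' values. Each of the other 5 also lost its call in at least 1 line under another scaling.

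**Figure D3:**
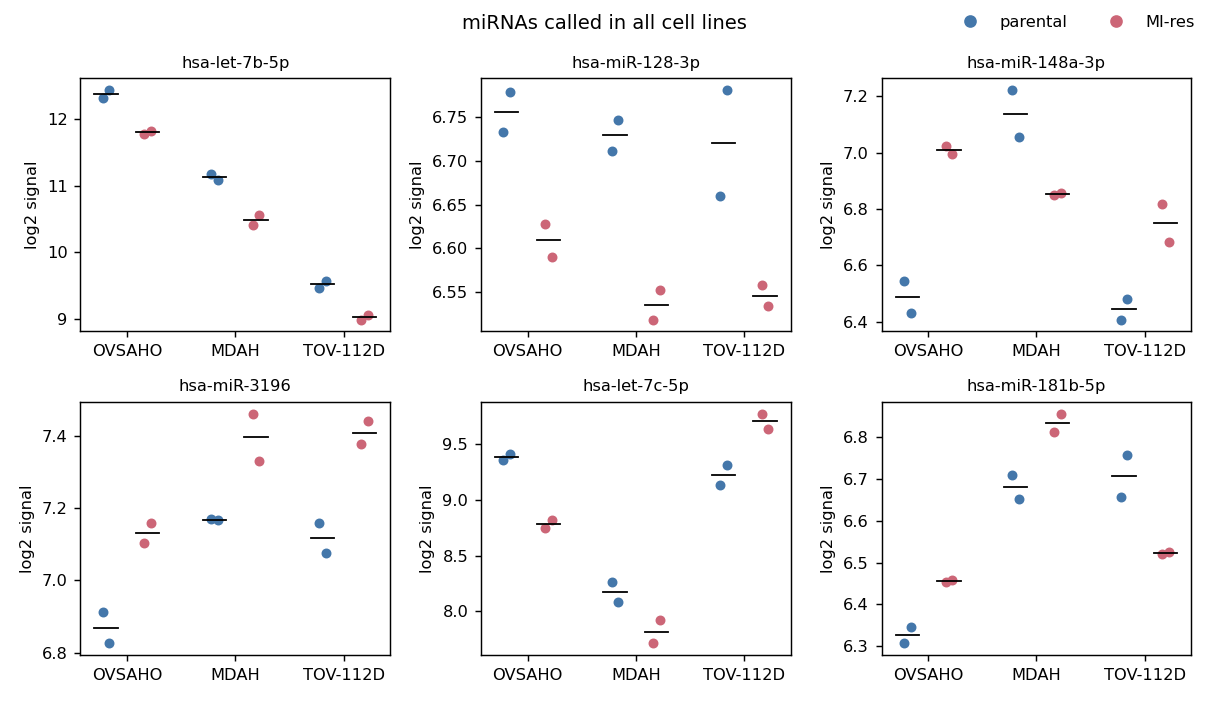
Log2 signal of the 6 miRNAs called in all lines, with each array as a point, parental in blue and MI-res in red, and the mean of 2 arrays as a line. The vertical axes differ and do not start at 0. hsa-let-7b-5p and hsa-miR-128-3p were lower and hsa-miR-3196 was higher in the MI-res arrays of each line.

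In the additive model over all 12 arrays, 14 miRNAs showed a common change, 4 higher and 10 lower in MI-res, with 63 at an unadjusted p under 0.05. The smallest adjusted p were those of hsa-let-7b-5p (change -0.58, SE 0.043, adjusted p = 5.34e-05), hsa-miR-3196 (0.26, SE 0.033, adjusted p = 0.00247) and hsa-miR-128-3p (-0.17, SE 0.027, adjusted p = 0.0103). These p take arrays as units and so do not measure the spread over the 3 lines alone. The common change of hsa-miR-3196 was not past the threshold after median centring (adjusted p = 0.23) or with the total signal (0.117), nor that of hsa-miR-128-3p after median centring (0.0638) or with the replicate number as a block (0.112). The count was 99 when the mean of the 3 contrasts within lines was tested, which does not ask for the same change in each line. It was 5 without the first TOV-112D MI-res array and 6 without the first OVSAHO MI-res or the second MDAH parental array, 3 with the replicate number as a block and 1 with the authors' processed values. The interaction of line and resistance was past the threshold for 154 miRNAs, with 171 at an unadjusted p under 0.05, and for 81 of 126 when only the tested miRNAs that were detected on all 12 arrays were fitted.

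Across the 313 miRNAs, which are not independent replicates, the log2 changes of OVSAHO and MDAH correlated at r = 0.071 (Spearman's rho 0.0619), those of OVSAHO and TOV-112D at -0.161 (rho -0.0443), and those of MDAH and TOV-112D at 0.0271 (rho -0.111). Over the 36 relabellings of each pair, the exact permutation p of r were 0.778, 0.333 and 0.889, and those of rho 0.889, 0.556 and 0.444, before adjustment over the 3 pairs. The smallest p that this design allows is 0.111. For OVSAHO and TOV-112D the authors' processed values moved r most, to -0.294 (exact permutation p = 0.111), where the main values over the same 236 miRNAs gave -0.234. The sign of r for MDAH and TOV-112D was not stable: r was -0.0648 with the authors' values, -0.113 with the main values over the same miRNAs and -0.046 with an offset of 0. The changes had the same sign for 55.9%, 48.2% and 42.8% of the miRNAs.

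**Figure D4:**
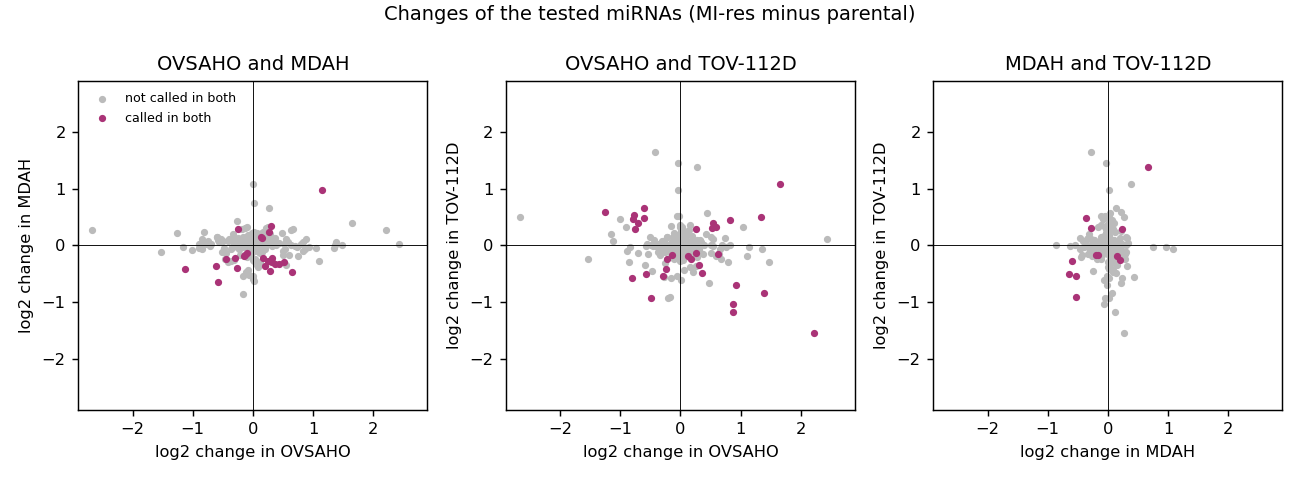
Log2 change from parental to MI-res of the 313 tested miRNAs in 1 line against another, with each miRNA as a point and those called in both lines in purple. The 25, 32 and 12 shared calls fell on both sides of the axes, and 14, 14 and 8 of them had the same sign in both lines.

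The miR-200 family acts on ZEB1, a regulator of epithelial morphology that the study measured. Its 5 listed members, the main arm of each, were detected on all 4 MDAH arrays and on no array of OVSAHO or TOV-112D, where the values lay at background. hsa-miR-200b-5p, a minor arm outside the list that was singled out after its values were seen, was also tested; it was detected on the same 4 arrays and changed by -0.041 (adjusted p = 0.433). In MDAH, 4 of 5 were called over all tested miRNAs and 5 when adjusted over the list alone. hsa-miR-141-3p and hsa-miR-200c-3p rose, the latter from 7.81 ± 0.23 to 8.56 ± 0.0083 (change 0.75, adjusted p = 0.00138). hsa-miR-200b-3p fell from 9.13 ± 0.021 to 8.50 ± 0.055 (change -0.62, adjusted p = 2.3e-05) and hsa-miR-429 from 7.59 ± 0.14 to 7.05 ± 0.028 (change -0.54, adjusted p = 0.00101). hsa-miR-200a-3p changed by -0.26 (adjusted p = 0.184); without the second MDAH parental array it was called, at -0.47, and without the first its change was -0.057 (adjusted p = 0.466). These directions held under each of the 6 scalings. The median change of the family was -0.262 and its mean 0.0811, so the 2 differ in sign. As a set it was past the threshold under fry (downward, p = 0.00937; mixed directions, p = 7.65e-06) and not under camera (p = 0.338 with the preset and 0.634 with an estimated correlation), and median centring moved the fry p most, to 0.551. With the first MDAH parental array left out, the direction of fry in limma was upward, with a p of 7.75e-05. In OVSAHO and TOV-112D the fry p were 0.903 and 0.904, and a change was not detectable at this signal.

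**Figure D5:**
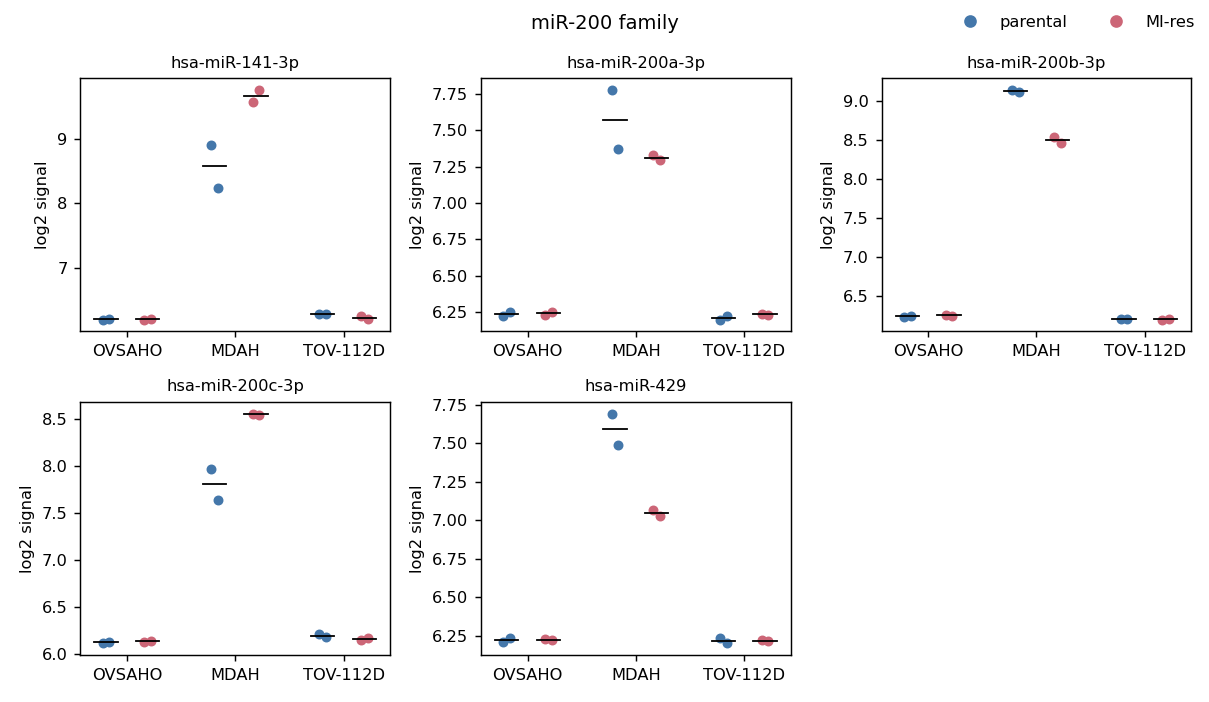
Log2 signal of the 5 members of the miR-200 family, with each array as a point, parental in blue and MI-res in red, and the mean of 2 arrays as a line. The vertical axes differ and do not start at 0. The family was detected in MDAH, where hsa-miR-141-3p and hsa-miR-200c-3p were higher and the other 3 lower in MI-res.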

Values the study reported

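The study analysed 2 samples of each parental line and 2 of each MI-res line. From each line 2 resistant populations were obtained by 20 cycles of pulsed cisplatin, and their cisplatin IC50 was 3- to 5-fold that of the parental cells. It reported 3 microRNAs altered in all of its models, none of them changed in the same direction in each.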

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

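The test of the interaction and its values under the alternatives were planned, and the tests of the technical explanations were chosen after the result had been seen. The result looked at again is the difference between cell lines in the change with resistance, tested by the interaction of line and resistance in limma. It was past the adjusted threshold for 154 of 313 miRNAs, and for 20 of the 24 miRNAs named by the rule. Many of the 24 were named from these same data for a large change in 1 line or a call in all 3. That selection shapes the share of 20, which is no added support. Of the miRNAs named within OVSAHO, the interaction had an adjusted p of 2.25e-05 for hsa-miR-4286, 0.000122 for hsa-miR-1273g-3p, 0.00034 for hsa-miR-378a-3p_v19.0, 0.0123 for hsa-miR-212-3p and 0.018 for hsa-miR-29b-3p. In those named within MDAH it was 0.00183 for hsa-miR-21-3p, 0.0183 for hsa-miR-210-3p and 0.00568 for hsa-miR-196b-5p. The interaction does not name the line that differs. In the pairwise limma tests, hsa-miR-21-3p was not called different between MDAH and OVSAHO (difference -0.1704, adjusted p = 0.554). Nor was hsa-miR-196b-5p between TOV-112D and MDAH (difference -0.005994, adjusted p = 0.9655), while hsa-miR-210-3p in MDAH differed from both other lines (0.03 and 0.0193). For TOV-112D the adjusted p of the interaction was 7.05e-06 for hsa-miR-20a-5p, 0.000468 for hsa-miR-4252, 0.00657 for hsa-miR-132-3p, 0.0163 for hsa-miR-29a-3p and 0.00324 for hsa-miR-221-3p. Among the miRNAs called in all 3 lines, it was 0.000937 for hsa-miR-148a-3p, 0.00101 for hsa-let-7c-5p and 0.00333 for hsa-miR-181b-5p, each with opposite directions between lines. In the miR-200 family it was 5.29e-05 for hsa-miR-200b-3p, 0.00162 for hsa-miR-429, 0.00198 for hsa-miR-200c-3p and 0.0097 for hsa-miR-141-3p, which were detected in MDAH alone. These members are counted among the 20, but their interaction only restates the MDAH change. A change in the other lines was not detectable, so it says nothing about those lines. Low signal also limits hsa-miR-196b-5p in OVSAHO (log2 6.31 to 6.43) and hsa-miR-132-3p in OVSAHO and MDAH (6.27 to 6.39). These values lay close to the median of undetected miRNAs, near 6.2. The 4 named miRNAs with no difference past the threshold were hsa-let-7b-5p, hsa-miR-128-3p, hsa-miR-3196 and hsa-miR-200a-3p, with adjusted p between 0.236 and 0.791. That of hsa-let-7b-5p came past the threshold under median centring (0.0168), so that its equal change in each line depends on the scaling. Without the second MDAH parental array, that of hsa-miR-200a-3p was 0.00036. The interaction was no longer past the threshold for hsa-miR-210-3p without either MDAH MI-res array or the first MDAH parental array (0.0679, 0.0517 and 0.0609), and for hsa-miR-212-3p without the first MDAH MI-res array (0.0504). The same held for hsa-miR-29a-3p without the second OVSAHO or the first TOV-112D MI-res array (0.0548 and 0.0582), and for hsa-miR-29b-3p without either OVSAHO MI-res array, the first MDAH MI-res array or the second OVSAHO parental array (0.054, 0.0614, 0.0629 and 0.0517). Other processing removed calls as well. Under median centring the interaction was no longer past the threshold for hsa-miR-196b-5p (0.703), hsa-miR-212-3p (0.23), hsa-miR-181b-5p (0.2) and hsa-miR-29a-3p (0.0504). With the processed intensity this held for hsa-miR-212-3p (0.132), hsa-miR-29a-3p (0.127) and hsa-miR-141-3p (0.0786), with cyclic loess for hsa-miR-212-3p (0.103), and with the total signal for hsa-miR-210-3p (0.153) and hsa-miR-29a-3p (0.0693). With the authors' values it held for hsa-miR-132-3p (0.432), hsa-miR-148a-3p (0.206) and hsa-miR-4252 (0.0779), and with the replicate number as a block for hsa-miR-212-3p (0.0719), hsa-miR-29b-3p (0.061) and hsa-miR-210-3p (0.0502).

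The technical explanations were weighed for the pattern as a whole. The OVSAHO parental arrays had the lowest signal, but the change also differed between MDAH and TOV-112D for 64 miRNAs. The size of that difference is taken from MDAH and TOV-112D arrays, so the OVSAHO signal is not the whole cause. The count of 64 does depend in part on the OVSAHO arrays. Residual variance was pooled, and the quantile distribution set, over all 12 arrays. The slide is not the whole cause either, since OVSAHO and MDAH lay on the same slide and their changes differed for 116 miRNAs. TOV-112D and OVSAHO differed for 124. Normalization between arrays changed which miRNAs were called more than how many: the count lay between 115 and 161 under the 5 other scalings, while 64 of the 131 called miRNAs tested under all of them (48.9%) were called under each. A difference between lines was thus found under each scaling, while the call of the other miRNAs depended on it. In all 3 lines the parental arrays lay in columns 1 and 2 and the MI-res arrays in columns 3 and 4. An effect of the position of the array on the slide that is the same in each row would give no interaction, but 1 that differs between rows or slides cannot be told apart from resistance in this layout. A biological difference between the lines in how they acquired resistance stays open and was not tested.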

How the results depend on the processing

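Each alternative was planned, except the main values over the 236 miRNAs usable from the authors' table, which were added later. Of the 350 values of named miRNAs under alternatives other than leaving out an array, 284 kept their direction and their side of the threshold, 65 were no longer past it, and 1 reversed: hsa-miR-181b-5p in OVSAHO, at -0.26 under median centring. With 1 array left out, 421 of 468 kept both, 46 were no longer past the threshold and 1 came past it. For the interaction of the named miRNAs these numbers were 193 of 210 and 277 of 288. Where no construction is named below, the cause was not tested.

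The scalings moved the balance of directions. In OVSAHO the median change was -0.303 under median centring, over 221 miRNAs, and -0.109 with the authors' table, over 236, against 0.00332 over the 313 of the main values, so that directions there are relative to the scaling. Median centring called 23 miRNAs in MDAH (13% higher in MI-res, against 32.7%), 43 in TOV-112D, 1 in all 3 lines, that 1 in 1 direction, and 8 in the common change. Of the calls of the main values that it tested, 70 of 103 remained in OVSAHO, 22 of 46 in MDAH and 32 of 64 in TOV-112D, none of them in the opposite direction. The total signal per miRNA gave 102 in TOV-112D (66.7% higher, against 55.2%), 10 in all 3 lines and 4 in the common change, and 15.8% of the MDAH calls were higher. Cyclic loess gave 3 in all 3 lines, 1 of them in 1 direction, and 19% of its MDAH calls were higher. The processed intensity gave 9 in the common change. The share of squares between lines was 78.6% under median centring and 77.8% with the total signal, and that of the interaction 12% under median centring.

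With the authors' processed values there were 63 calls in OVSAHO, 20 in MDAH, 39 in TOV-112D, 1 in all 3 lines, that 1 in 1 direction, 1 in the common change and 87 in the interaction. The smaller number of miRNAs explains part of this, since the main values over the same 236 miRNAs gave 90, 36, 50, 5, 2, 6 and 108. The shares of squares were 66.2% between lines and 13.7% for the interaction, and the main values over the same miRNAs gave 3.98% for resistance averaged over the lines.

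The filters acted through the miRNAs tested. Only those detected on all 12 arrays left 126, with 77 calls in OVSAHO, 17 in MDAH and 34 in TOV-112D, 2 in all 3 lines (1 in 1 direction) and 81 in the interaction, and with shares of squares of 66.6% between lines, 10% for resistance and 19.2% for the interaction. Without the detection filter, over 1509 miRNAs, 1 was called in all 3 lines, in 1 direction, and 6 in the common change. The miR-200 family has no value among miRNAs detected on all arrays, as it was not detected in OVSAHO and TOV-112D.

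The model and the threshold moved the counts within lines most. With the 4 arrays of a line alone, limma called 0 miRNAs in MDAH (72 at an unadjusted p under 0.05) and 15 in TOV-112D (94 unadjusted), so 0 in all 3 lines and 0 in 1 direction; this fit has fewer arrays. After adjustment, the methods' t-test called 34, 0 and 0 in OVSAHO, MDAH and TOV-112D (115, 48 and 72 at its unadjusted threshold), with 0 in all 3 lines and 0 in 1 direction, and 2 and 1 unadjusted. A minimum of 2-fold left 16, 1 and 6 of the adjusted calls, or 16, 1 and 7 with an unadjusted p, and 0 in all 3 lines. The replicate number as a block, for which the deviations of equal numbers correlated at -0.164, -0.241 and 0.166, took residual degrees of freedom and gave 21 in MDAH, 37 in TOV-112D, 1 in all 3 lines, in 1 direction, and 3 in the common change. Trend and robust estimation gave 3 in all 3 lines. The mean of the 3 contrasts, which asks for no equal change, gave 99 in place of 14.

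The fry test of the miR-200 family in MDAH (main p = 0.00937) was not past the threshold with an offset of 0 (0.0676), cyclic loess (0.265), median centring (0.551), the authors' values (0.173) and camera (0.338). In OVSAHO and TOV-112D, where the family lay at background, its direction has no meaning, and it reversed with p of 0.151, 0.0686, 0.468 and 0.975 in OVSAHO (cyclic loess, median centring, authors' values, camera) and 0.749 and 0.796 in TOV-112D (cyclic loess, median centring). The correlation of the MDAH and TOV-112D changes (0.0271) reversed to -0.046 with an offset of 0, -0.000518 with the processed intensity, -0.0648 with the authors' values and -0.113 with the main values over the same miRNAs.

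With 1 array left out, the lone array of its group is assumed to vary like the other groups. The counts then ranged from 106 to 144 in OVSAHO, 23 to 61 in MDAH and 47 to 78 in TOV-112D, from 1 to 11 in all 3 lines, 1 to 6 in 1 direction, 5 to 13 in the common change and 110 to 168 in the interaction. In MDAH the value was 24 and 23 without its first and second MI-res array and 32 without its first parental array. The common change fell to 5 without the first TOV-112D MI-res array. The 6 in 1 direction came without the first OVSAHO parental array, and the 11 without the second MDAH parental array. Separation by line stayed between 7.19 and 8.15 and that by resistance within lines between 2.81 and 4.1. Across lines it ranged from -0.275 to 0.118, the highest without the first OVSAHO MI-res array. The shares of squares were 79.5% to 83.7% for the line, 3.88% to 5.71% for resistance and 9.72% to 11.7% for the interaction. Of the miR-200 family, 4 to 5 members were called in MDAH, with a fry p of 5.03e-05 to 0.0179 and the upward direction without the first parental array (7.75e-05), and the fry p was 0.463 to 0.986 in OVSAHO and 0.381 to 0.991 in TOV-112D. The correlations of changes were 0.0106 to 0.13 for OVSAHO and MDAH, -0.17 to -0.14 for OVSAHO and TOV-112D, and -0.0362 to 0.0965 for MDAH and TOV-112D.

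Removing no miRNA by interquartile range changed no count by more than 1.5 times, and the clustering results kept their direction and side of the threshold with each alternative other than leaving out an array. The slide as a random block gave the same calls, because each line lies on 1 slide and the slide is already part of the group means. The processed intensity scaled by the 75th percentile over all probes was not run, because that percentile was at or below 0 on 10 of the 12 arrays. Signal over background limits what these arrays can show: 79.4% of the human miRNAs were detected on no array.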

Other observations

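In this part, the tests of the 100 drawn splits of the arrays and of the column position for the common change, of the neighbours of the miRNA genes in OVSAHO, and of the scalings for 4 members of 1 gene cluster were written before their results were seen. All other tests here were chosen after the pattern had been noticed, so what they bear on are hypotheses.

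The number of miRNAs called in all 3 lines here was 6. That is higher than the value quoted from the study above. Here 3 of them went in the same direction. That is higher than the value quoted from the study above. Both numbers depend on the processing: they were 2 and 1 with the methods' t-test at its unadjusted threshold, 1 and 1 with the processed log2 values of the series table, and 0 and 0 with limma on the 4 arrays of a line, so that the order of the first number against the quoted one is not fixed.

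The common change of 14 miRNAs was compared with other splits of the arrays within lines. Of 100 splits drawn from 108, only the real 1 gave as many calls (1 of 100). All except 4 of the 108 mix parental and MI-res arrays in at least 1 line, which moves the real differences into the residual and leaves few calls whatever the truth, so this comparison decides nothing. Of the 4 splits that keep the groups of each line whole and swap parental and MI-res in whole lines, the real 1 gave 14 calls and the others 6, 6 and 3, so 1 of 4 gave as many. With 4 splits it cannot be excluded that changes of single lines agreed by chance. The position of the array on the slide cannot be told apart from it, because the parental arrays lay in columns 1 and 2 and the MI-res arrays in columns 3 and 4 in each line. Across the tested miRNAs the common change correlated with the mean step between neighbouring columns at -0.276 (exact permutation p = 0.219 over 64 sign flips), so no such trend was seen within groups.

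OVSAHO gave more calls than the other lines. Low signal on its parental arrays would place the excess among dim miRNAs. Of the 126 tested miRNAs detected on all 12 arrays, 61.9% were called in OVSAHO, against 19% in MDAH and 25.4% in TOV-112D, which argues against an excess confined to dim miRNAs. An effect of these arrays on brighter miRNAs as well stays open.

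The changes of miRNA genes that neighbour each other (within 10000 bases, 175 pairs of 108 miRNAs) were correlated in MDAH at 0.523 and in TOV-112D at 0.633 (one-sided permutation p = 1e-04 in both, the smallest that 10000 permutations over miRNAs give), but not in OVSAHO, at 0.00846 (p = 0.347), although OVSAHO had the most calls. Such neighbours are often made from a shared transcript. An example chosen after its values were seen is the cluster of miR-17 and miR-92a. Its 8 tested members were all lower in TOV-112D MI-res with the main values, hsa-miR-19b-1-5p by no more than 0.048 (adjusted p = 0.304), and under other scalings hsa-miR-17-3p and hsa-miR-19b-1-5p were not always lower (0 for both with the processed intensity). In OVSAHO 7 of the 8 were called, with adjusted p between 2.06e-06 and 0.00321: 5 higher (hsa-miR-19a-3p by 1.39, hsa-miR-20a-5p and hsa-miR-19b-3p each by 0.87, hsa-miR-18a-5p by 0.36 and hsa-miR-17-3p by 0.26) and 2 lower (hsa-miR-17-5p by 0.49 and hsa-miR-92a-3p by 0.81), while hsa-miR-19b-1-5p changed by 0.060 (adjusted p = 0.155). The directions of hsa-miR-19a-3p, hsa-miR-19b-3p, hsa-miR-17-5p and hsa-miR-92a-3p, the 4 members tested first, held under 6 of 6 scalings of the arrays. Of all 7, 6 kept their direction under each scaling, 4 of them higher and 2 lower, so the scaling alone does not make the split; under median centring hsa-miR-17-3p stood at -0.067 and hsa-miR-19b-1-5p at -0.35.

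Several explanations of this difference between lines were tested. Scaling of the arrays is not the whole cause, since the highest correlation of neighbours in OVSAHO under 5 other scalings was 0.298 (median centring), still under those of the other lines. A single OVSAHO array is not the cause either, since leaving out each in turn gave 0.0354 at most. Neighbours were correlated at 0.607 to 0.64 in the differences between OVSAHO MI-res and the 4 groups of the other lines, which argues against a component shared by the OVSAHO MI-res arrays. In the differences between OVSAHO parental and the same groups the correlation was 0.339 to 0.511, and between MDAH and TOV-112D groups 0.663 to 0.671. This is consistent with a component shared by the 2 OVSAHO parental arrays that does not follow the miRNA genes. Whether it is technical, such as RNA quality, labelling or the position on the slide, or a state of those cells was not tested. OVSAHO was the only line in row 1 of a slide, so position cannot be told apart from the line. Lower signal on these arrays cannot be told apart from it: the difference between the brighter and the dimmer parental array correlated with the OVSAHO change at 0.365, but 1 pair of arrays gives no test. Base composition and cross-hybridization of similar miRNAs were not tested, as sequences were not used here.

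The OVSAHO MI-res arrays lay as far from the MDAH parental arrays (8.66) as from their own parental arrays (8.38). MDAH cells or RNA in the OVSAHO MI-res samples would bring the miRNAs that MDAH expresses. Across all tested miRNAs the OVSAHO change followed the step to MDAH parental with a slope of 44.4% when the 2 steps started from different parental arrays, and the slope was 62.8% from the mean of both parental arrays over the 293 miRNAs other than the markers of MDAH. These markers, the 20 miRNAs detected on all MDAH arrays and on neither OVSAHO parental array, went both ways: the median share they needed was 3.64%, with a range from -23.7% to 116%, 9 of them needed over 30%, and 9 were detected on both OVSAHO MI-res arrays. The markers that were less than 2-fold higher in MDAH parental than in OVSAHO parental lie close to background, where a share says little. The 6 markers at least 2-fold higher in MDAH parental than in OVSAHO parental, which are the 5 listed miR-200 members and hsa-miR-146a-5p, needed 0.0596% to 0.4%, far below either slope, which argues against such an admixture as the cause of the shift. The OVSAHO change also pointed towards every group of the other lines (correlation 0.343 to 0.592 across miRNAs), with no such movement in the changes of MDAH and TOV-112D (-0.191 to 0.0214). OVSAHO MI-res was nearer than OVSAHO parental to all 4 groups of the other lines. These values may also reflect a component shared by the OVSAHO parental arrays, in which case a part of the 130 calls in OVSAHO would not belong to resistance. A biological change of the resistant cells towards the profiles of the other lines stays open.

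The replicates of MI-res differed less from each other than those of the parental cells in each line (standard deviation 0.0736 to 0.136 against 0.166 to 0.206). Chance cannot be excluded with 6 pairs of arrays (exact two-sided permutation p = 0.1, the smallest possible). Lower signal on the parental arrays was found in 1 of 3 lines, OVSAHO, and does not explain the other lines. The labels do not say whether the 2 MI-res arrays of a line are separately selected populations or cultures of 1 population, so what this spread measures is not known. No biological explanation was tested.

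In MDAH, the members of the miR-200 family that neighbour each other moved together: hsa-miR-141-3p and hsa-miR-200c-3p rose, and hsa-miR-200b-3p and hsa-miR-429 fell. hsa-miR-200a-3p, which neighbours the latter pair, was lower but not called, and its change depended on single arrays (-0.47 to -0.057). The split held under 6 of 6 scalings of the arrays, which argues against the scaling as its cause. A different regulation of the 2 gene groups in resistant cells stays open and was not tested.

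In the authors' table of the series, 236 of 311 tested miRNAs had the profile of the scanner files under their own name, and 75 did not. Of these, 55 matched the profile that lies 2 rows above their name (5 matched 2 rows below), all between lines 340 and 641 of the table. The values there may thus have moved against the names. Moreover 1463 lines equal the line named Blank on all arrays, and 18 of them carry names of miRNAs that the scanner files detect on all 12 arrays, among them hsa-miR-21-5p at a log2 signal of up to 13.05.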
